# Integration of ATAC-Seq and RNA-Seq Identifies Key Genes in Light-Induced Primordia Formation of *Sparassis latifolia*

**DOI:** 10.3390/ijms21010185

**Published:** 2019-12-26

**Authors:** Chi Yang, Lu Ma, Donglai Xiao, Zhenghe Ying, Xiaoling Jiang, Yanquan Lin

**Keywords:** *Sparassis latifolia*, ATAC-seq, RNA-seq, light, primordia formation

## Abstract

Light is an essential environmental factor for *Sparassis latifolia* primordia formation, but the molecular mechanism is still unclear. In this study, differential expression profiling of light-induced primordia formation (LIPF) was established by integrating the assay for transposase accessible chromatin by sequencing (ATAC-seq) and RNA-seq technology. The integrated results from the ATAC-seq and RNA-seq showed 13 down-regulated genes and 17 up-regulated genes in both the L vs. D and P vs. D groups, for both methods. According to the gene ontology (GO) annotation of these differentially expressed genes (DEGs), the top three biological process categories were cysteine biosynthetic process via cystathionine, vitamin B6 catabolic, and glycine metabolic; the top three molecular function categories were 5-methyltetrahydropteroyltriglutamate-homocysteine S-methyltransferase activity, glycine binding, and pyridoxal phosphate binding; cellular component categories were significantly enriched in the glycine cleavage complex. The KEGG (Kyoto Encyclopedia of Genes and Genomes) enrichment analysis revealed that these genes were associated with vitamin B6 metabolism; selenocompound metabolism; cysteine and methionine metabolism; glycine, serine, and threonine metabolism; and glyoxylate and dicarboxylate metabolism pathways. The expression of most of the DEGs was validated by qRT-PCR. To the best of our knowledge, this study is the first integrative analysis of ATAC-seq and RNA-seq for macro-fungi. These results provided a new perspective on the understanding of key pathways and hub genes in LIPF in *S. latifolia*. It will be helpful in understanding the primary environmental response, and provides new information to the existing models of primordia formation in edible and medicinal fungi.

## 1. Introduction

The transition from mycelium to primordia form, which requires more energy than simple vegetative growth [1], is the most complex and critical developmental event in fruiting body development in various basidiomycete fungi. Understanding the mechanisms of primordia formation has been a goal of research on edible fungi [2]. Recently, the mechanisms of this process have been extensively studied. For instance, the studies on *Pleurotus tuoliensis* [3], *Priurotus eryngii* [4], *Lentinula edodes* [5], *Schizophyllum commune* [6], *Flammulina velutipes* [7], *Ganoderma lucidum* [8], *Cordyceps militaris* [9], *Hypsizygus marmoreus* [10,11], *Termitomyces heimii* [12], *Coprinopsis cinerea* [2,13], and *Pleurotus ostreatus* [14], found some key genes that regulated mushroom development, and demonstrated the underlying molecular mechanisms in this process. However, studies on the mechanisms of fruiting body development in *Sparassis latifolia* are still at a primary stage.

*S. latifolia* was collected from Asian *Sparassis* [15], which has exhibited various biological and pharmacologic activities [16,17,18]. Based on the genome sequence of *S. latifolia* strains SP-C [19], researchers have identified hundreds of differentially expressed proteins during development [20]. Light has previously been shown to be an essential environmental factor for primordia formation in *S. latifolia* [21]. The light response mechanism has also been studied using RNA-Seq [22], and it was found that 157 genes were up-regulated and 171 genes were down-regulated when induced by light. The sequence and expression of several light receptors has also been analyzed [23,24,25], and the *Drosophila*, *Arabidopsis*, *Synechocystis*, and *Homo* species (DASH) type cryptochrome homologous photoreceptor gene *Slcry1* was found to be increased under 300 lx white LED irradiation, with the progress in the developmental stages (mycelia < primordia < fruiting bodies), but *Opsin-1* and *Opsin-2* were down-regulated during the development. However, the molecular mechanism of light-induced primordia formation in *S. latifolia* has not been studied.

In this study, the assay for transposase-accessible chromatin by sequencing (ATAC-seq) [26,27] was used to detect open chromatin regions in light-induced primordia formation (LIPF) in *S. latifolia*. We further identified the key cis-regulatory elements responsible for LIPF in *S. latifolia* signature genes by comparing ATAC-seq results with RNA-seq data. This resulted in the identification of some novel primordia formation inductive genes.

## 2. Results

### 2.1. Results of ATAC-Seq

ATAC-seq was used to detect the landscape of genomic chromatin accessibility during LIPF [27]. 

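ATAC-seq uses a transposase that inserts sequencing adapters into open chromatin, so that the density of reads marks accessible DNA. Libraries came from 2 biological replicates of each of 3 groups of strain SP-C, which were mycelium kept in darkness for 28 d (D), such mycelium after 1 h of white LED light at 200 lx (L), and primordia that formed after 2 further weeks with 14 h of light per day (P). The sample labels give day 28 for D, day 30 for L and day 42 for P, so the labels and the paper differ for the age of L, and the paper's values are used here. The paper's Table S1 gives 109000000 and 70000000 reads for the libraries of D, 123000000 and 118000000 for L, and 127000000 and 126000000 for P. Of these, the paper reports 76% and 78% as mapped in D, 75% and 76% in L, and 57% and 56% in P. The authors trimmed the reads with cutadapt and mapped them with BWA 0.7.10 to the contigs of the SP-C genome. They merged the samples of each group into a consensus map with BEDTools and called peaks with MACS2 2.1.1. The paper also counts peaks for each library. The methods name no shift of read ends for the transposase and no removal of duplicate reads. The files used here are 4 deposited lists of differential peaks, for open chromatin lost or gained in L vs. D and in P vs. D, and each peak has a contig, a start, an end and a score. The score is the authors' value of each peak, in a unit not given in the sources used here. It serves below to rank, filter and compare peaks within a list and to find peaks with the same score in both comparisons. Of the peaks lost in both comparisons, 100 have the same start, end and score in both lists. The score is therefore not read as the size of a change. The lists hold no value per library, so the spread between the 2 replicates of a group cannot be given. Peaks were counted in each list, counted again at a score of at least 5, and compared between lists by an overlap of at least 1 bp.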

After raw data had been obtained from ATAC-seq, the fragment sizes for read pairs, each given a BAM file from paired-end sequencing, were calculated. The expected distribution of fragment lengths was obtained in all ATAC-seq libraries, which possessed both a nucleosome-free fragment and a single-nucleosome fragment, indicating good data quality (Figure 1A). The highest peak on the left of Figure 1A is the nucleosome-free fragment which corresponds to the open chromatin region. Meanwhile, the mononucleosome peak, a cleavage fragment including a nucleosome greater than 147 and less than 147 × 2, was also required to appear in the length distribution map. The results of mapped read distributions across the gene bodies and peaks also showed the good quality of the ATAC-seq (Figure 1B,C). As shown in Table S1, the mappability was found to be above 50%. In total, at least 7723, 10,829, and 8352 high-confidence peaks were identified across all mycelium samples under dark, light, and all primordia samples, respectively.

To further confirm the quality of ATAC-seq, Principal Components Analysis (PCA) and Pearson correlation analysis were performed based on the signals of merged peaks from all samples. The PCA plot sorted the principal components according to the amount of data variability and showed that the samples were clustered by group (Figure 1F). Meanwhile, pair-wise Spearman correlation between any pair of ATAC-seq samples was calculated based on the read counts/signals on merged ATAC-seq peaks from all samples. As shown in Figure 1D,E, the results for the two samples in each group were very close to each other.

### 2.2. Differential Chromatin Accessibility in LIPF

The differential accessible peaks are shown in Figure 2A and Table S2. 

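Open chromatin differed from dark mycelium at 3680 regions in primordia and at 507 regions in mycelium after 1 h of light. In primordia, 1912 peaks were lost and 1768 were gained. After 1 h of light, 273 peaks were lost and 234 were gained. The lost peak with the highest score in L vs. D lies on contig 2 from 1233835 to 1235397, and the next lies on contig 44 from 132 to 3158. The gained peak with the highest score in L vs. D spans 6369 bp on contig 39 from 377187 to 383555, and the next lies on contig 174 from 7018 to 11667. In P vs. D, the lost peaks with the highest scores lie on contig 33 from 27775 to 28740 and on contig 66 from 272080 to 272913. The gained peaks with the highest scores in P vs. D lie on contig 464 from 10 to 932 and on contig 468 from 13 to 1046. These 8 regions were not assigned to genes here. Gained peaks had a median width of 328 bp in L vs. D and 1319 bp in P vs. D, and lost peaks had a median width of 739 bp and 490 bp. Of the lost peaks in P vs. D, 12.1% lie on contigs numbered above 100, against 3.11% of the gained peaks. The paper states a threshold on log2 fold change and p for the peaks, and no test across replicates could be added to the lists. At a score of at least 5, the list of gained peaks in L vs. D held 79 peaks and the list of lost peaks in P vs. D held 847, whereas 199 lost peaks of L vs. D and 1596 gained peaks of P vs. D passed the same score.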

There were 1912 down-regulated and 1768 up-regulated peaks in the P vs. D group, while there were only 237 down-regulated and 234 up-regulated peaks in the L vs. D group. The genome-wide functional regions were divided into promoter, downstream gene start site (TTS), coding exon, intron, and distal intergenic regions. The binding sites were annotated, and each binding site could obtain the closest gene to the genome, thereby acquiring a specific distribution of the binding site on the genome. Transcription factors are generally enriched near the start of transcription of the gene, the TSS region. As shown in Figure 2B, the percentages of peaks enriched near the TSS region were 16.60%, 28.76%, 21.33%, and 18.33% in the L vs. D down, L vs. D up, P vs. D down, and P vs. D up groups, respectively. Results also indicated that the percentages of down-regulated and up-regulated peaks enriched near the promoter in the L vs. D group were 36.23% and 15.88%, respectively, while the percentages of down-regulated and up-regulated peaks in the P vs. D group were 26.64% and 47.86%, respectively.

### 2.3. Integration of ATAC-Seq Results with RNA-Seq

To determine whether the changes in open chromatin regions from the ATAC-seq analysis correlated with the gene expression changes in LIPF, we integrated our ATAC-seq data with RNA-seq data. 

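RNA-seq libraries came from 3 biological replicates of each group, D, L and P, grown as for ATAC-seq. The authors trimmed the reads with cutadapt, aligned them with STAR to the SP-C genome, counted reads per gene with HTSeq 0.6.1 and compared the groups with DESeq2. The deposited tables hold raw counts of 11161 genes for L vs. D and 11161 genes for P vs. D, with 11118 genes in both. The counts of D are identical in both tables, so the comparisons share the same 3 control libraries. Reads counted in genes ranged from 23807204 to 27706995 per library in D (median 25629763), from 23253816 to 26474939 in L (median 25988136) and from 20798190 to 23639217 in P (median 23314862). The paper's Table S3 gives 57800000 to 71300000 reads per library before they were assigned to genes, and the values below use the counts in genes. From the same table, the share of reads that did not align was 11.4% to 12.3% in D, 12.2% to 14.5% in L and 15.8% to 21.8% in P. Within the groups it was highest in dark replicate 3, light replicate 2 and primordia replicate 2, which also had the highest scores of their groups on an axis that held 50.5% of the variance within groups. Counts were tested with edgeR's quasi-likelihood test after TMM normalization, with the D and L libraries in one fit (10627 genes) and the D and P libraries in another (10606 genes). A gene was called at an adjusted p of at most 0.05 (Benjamini-Hochberg) and a fold change above 1.2, the thresholds of the paper, and DESeq2 was run beside edgeR. Levels are given as CPM, which are counts divided by the TMM-scaled total of the library and multiplied by 1e6. Whether HTSeq used the strand is not given in the sources used here, so overlapping and antisense genes cannot be told apart in these counts.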

RNA-Seq was performed using the three cultured group samples. The reads and nucleotides for each sample are shown in Table S3. 

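In primordia, Gglean008381 rose from 10.6 ± 5.55 CPM in D to 8219 ± 3117 CPM in P (SD, n = 3 per group), with 373 ± 289 CPM in L. It held 0.643%, 0.647% and 1.20% of all counts in the 3 primordia libraries. Gglean007550 rose from 2.30 ± 0.997 CPM in D to 488 ± 355 CPM in P. Gglean005079 fell from 157 ± 67.4 CPM in D to 1.67 ± 0.982 CPM in P, and Gglean008392 fell from 48.2 ± 14.3 CPM to 0.625 ± 0.119 CPM. These were log2 fold changes of 9.61 (SE 0.81), 7.74 (SE 0.73), -6.53 (SE 0.58) and -6.23 (SE 0.38), with adjusted p values between 0.0035 and 0.0050 from edgeR with Benjamini-Hochberg adjustment, and all 4 remained called under every alternative that was run for them.
After 1 h of light, no gene passed edgeR's test. Gglean011418 stood at 353 ± 36.0 CPM in D and 23.6 ± 14.8 CPM in L, a log2 fold change of -3.90 (SE 0.50, adjusted p = 0.117 from edgeR), and was called without light replicate 1 (adjusted p = 0.0262 from edgeR, in a range of 4.1e-13 to 0.452 over its alternatives). The files pair no description with these IDs. In P vs. D, 141 genes rose and 209 fell by edgeR, and DESeq2 called 520 higher and 638 lower. In L vs. D, 0 genes were called in either direction by edgeR (lowest adjusted p = 0.0546), whereas 683 higher and 597 lower genes had an unadjusted p under 0.05, and DESeq2 called 198 higher and 206 lower. These counts alone do not show a response to light. Splitting off dark replicates 1 and 2 with light replicate 1 gave 1672 genes at an unadjusted p under 0.05 by edgeR and 403 by DESeq2. For dark replicates 1 and 3 with light replicate 2 the counts were 1536 and 295, and other false splits gave at most 533 and 28. The number called in P vs. D was 73, 177 and 146 without dark replicate 1, 2 and 3, 141 without primordia replicate 1 (72 higher, 69 lower) and 727 without primordia replicate 2 (404 higher, 323 lower), so the excess of lower genes depends on these libraries, and the number in L vs. D was 15 without light replicate 1 and 2 without light replicate 2. Leaving out dark replicate 3 with primordia replicate 2 gave 320 genes in P vs. D, and leaving it out with light replicate 2 gave 0 in L vs. D.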

Based on the differential expression analysis, the light group showed 827 up-regulated genes and 875 down-regulated genes, compared with the dark control group, while the primordia group showed 1819 up-regulated genes and 1609 down-regulated genes, compared with the dark control group (Figure 3A). The integration of ATAC-seq and mRNA-seq results showed the genes that were highly and significantly expressed in each group. After overlapping the results of the two sequence methods, 45 and 174 down-regulated genes were found in the L vs. D and P vs. D groups, respectively, while 32 and 330 up-regulated genes were found in the L vs. D and P vs. D groups, respectively (Figure 3B). 

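Gene codes U1 to U17 and D1 to D13 are those of Table S4. In primordia, U5 (Gglean002890, a hypothetical protein) rose from 2.45 ± 0.0962 CPM in D to 239 ± 165 CPM in P (SD, n = 3 per group). U17 (Gglean012354, dehydrogenase citC) rose from 8.55 ± 3.49 to 654 ± 296 CPM, and U11 (Gglean007619, gluconate transport inducer 1) rose from 5.67 ± 2.06 to 204 ± 117 CPM. D2 (Gglean000957), a delta(12) fatty acid desaturase, which introduces a double bond into fatty acids, fell from 113 ± 5.42 to 10.1 ± 1.87 CPM. D10 (Gglean009487, lactate 2-monooxygenase) fell from 99.0 ± 17.2 to 10.4 ± 4.62 CPM. In P vs. D, 11 of the 17 U genes rose and 6 of the 13 D genes fell by edgeR with Benjamini-Hochberg adjustment, or 17 and 11 when adjusted over the list alone, and DESeq2 called 13 and 11. The median log2 fold change in P vs. D was 4.24 for the U genes and -3.09 for the D genes.
In L, U5 stood at 152 ± 88.4 CPM, U17 at 58.3 ± 28.3 CPM, U11 at 68.9 ± 27.8 CPM, D2 at 62.6 ± 54.4 CPM and D10 at 23.8 ± 1.52 CPM. In L vs. D, all 17 U genes had a positive log2 fold change (median 3.01) and all 13 D genes a negative one (median -1.09). None of these 30 genes passed edgeR in L vs. D (0 U and 0 D genes), whereas 14 U and 9 D genes had an unadjusted p under 0.05, DESeq2 called 12 and 5, and 14 and 6 were called when adjusted over the list alone. The lowest adjusted p from edgeR in L vs. D was 0.0546, for U5 and D10. Without light replicate 1, U5, D10 and U11 were called in L vs. D (adjusted p 0.0033, 0.0369 and 0.0306 from edgeR), as was U5 without light replicate 2 (adjusted p = 0.0297), and over all alternatives the adjusted p of these genes ran from 6.0e-33 to 0.370, from 8.4e-18 to 0.314 and from 5.6e-15 to 0.378. Libraries of the compared groups did not overlap for 14 U and 9 D genes in L vs. D and for 16 U and 13 D genes in P vs. D. Random labels of 3 libraries against 3 would give 10% of genes, and the share over all genes is not given here.
As a set against all other genes, the U genes moved up and the D genes down in L vs. D (camera, adjusted p = 3.2e-28 and 3.3e-15; adjusted p = 0.0302 for each with an estimated correlation) and in P vs. D (adjusted p = 1.4e-28 and 1.1e-20; adjusted p = 0.000545 and 0.0051 with an estimated correlation). The study selected these genes on the same libraries, so their directions, the counts without overlap, the set tests and the counts adjusted over the list alone are not independent evidence. U4 had only 3 counts over the D libraries, and the median of the other 16 U genes was 2.89 in L vs. D and 4.21 in P vs. D. The number of the 30 genes called in P vs. D was 8, 9 and 9 without dark replicate 1, 2 and 3 and 11 without primordia replicate 1, and the number in L vs. D was 4 without light replicate 1 and 1 without light replicate 2.

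**Figure D1:**
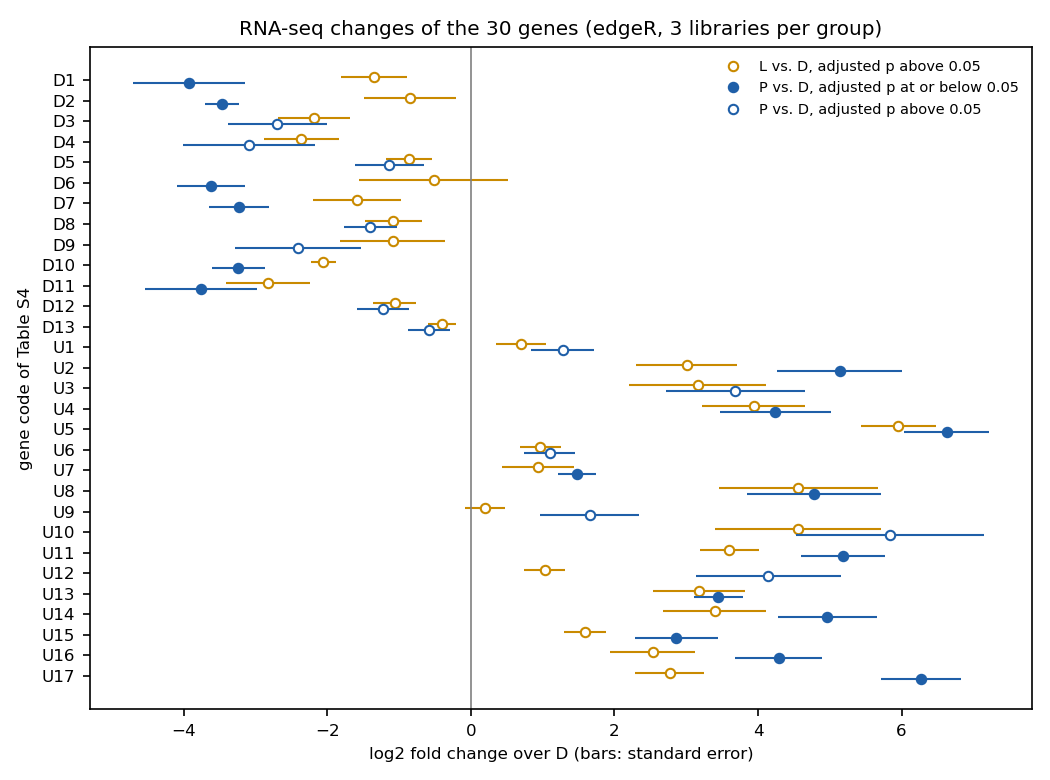
Log2 fold change over D of the 30 genes by RNA-seq (x axis) for each gene code (y axis), with L vs. D in orange and P vs. D in blue. Bars are standard errors derived from the F statistic of edgeR on 3 libraries per group, and filled points have an adjusted p at or below 0.05 from edgeR. All 17 U genes lie right of 0 and all 13 D genes left of 0 in both comparisons, and the 17 filled points all belong to P vs. D.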

With further overlapping of different groups, 30 genes were identified, including 17 up-regulated genes and 13 down-regulated genes (Table S4 and Figure 3C). 

According to the gene ontology (GO) annotation of these differentially expressed genes (DEGs), the biological process categories included cysteine biosynthetic process via cystathionine, vitamin B6 catabolic, glycine metabolic, glycine catabolic, ‘de novo’ L-methionine biosynthetic process, trans-sulfuration, one-carbon metabolic process, sulfur compound metabolic process, quinolinic acid transmembrane transport, and carboxylic acid transport. In addition, cellular component categories were significantly enriched in the glycine cleavage complex. Similarly, the molecular function categories included 5-methyltetrahydropteroyltriglutamate-homocysteine S-methyltransferase activity, glycine binding, pyridoxal phosphate binding, pyridoxine 4-dehydrogenase activity, cystathionine beta-lyase activity, glycine dehydrogenase (decarboxylating) activity, cystathionine gamma-lyase activity, cystathionine gamma-synthase activity, and carboxylic acid transmembrane transporter activity (Figure 4A and Table S5). It was further noted that the DEGs were significantly assigned to vitamin B6 metabolism; selenocompound metabolism; cysteine and methionine metabolism; glycine, serine, and threonine metabolism; and glyoxylate and dicarboxylate metabolism pathways (Figure 4B).

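D11 (Gglean010344) encodes 5-methyltetrahydropteroyltriglutamate-homocysteine methyltransferase, the enzyme that forms methionine from homocysteine. It stood at 12211 ± 6139 CPM in D, 1720 ± 596 CPM in L and 890 ± 566 CPM in P (SD, n = 3 per group), and fell in P vs. D (log2 fold change -3.76, SE 0.78, adjusted p = 0.0471 from edgeR with Benjamini-Hochberg adjustment). D3 (Gglean001542), a putative glycine dehydrogenase, an enzyme of the glycine cleavage system, stood at 1033 ± 572 CPM in D, 227 ± 46.0 CPM in L and 156 ± 88.4 CPM in P. Its log2 fold change was -2.18 in L vs. D (SE 0.51, adjusted p = 0.201 from edgeR) and -2.70 in P vs. D (SE 0.69, adjusted p = 0.0876 from edgeR). D9 (Gglean009036, aldo-keto reductase yakc) stood at 3661 ± 1890 CPM in D, 1717 ± 1326 CPM in L and 686 ± 580 CPM in P, and its log2 fold change in P vs. D was -2.41 (SE 0.88, adjusted p = 0.190 from edgeR). D13 (Gglean011958), an uncharacterized trans-sulfuration enzyme, stood at 22.2 ± 4.48, 16.8 ± 0.802 and 14.6 ± 3.55 CPM in D, L and P. Its log2 fold change in P vs. D was -0.59 (SE 0.29, adjusted p = 0.325 from edgeR). D6 (Gglean005508, uncharacterized transporter) stood at 150 ± 93.2 CPM in D and 104 ± 134 CPM in L and fell to 12.1 ± 2.69 CPM in P (log2 fold change -3.62, SE 0.48, adjusted p = 0.0104 from edgeR). DESeq2 called D3 and D11 in L vs. D, and D3, D6, D9 and D11 in P vs. D. The call of D11 in P vs. D ended when any 1 of the 6 libraries was left out (adjusted p 0.0601 to 0.175 from edgeR), and that of D6 ended without primordia replicate 1 (adjusted p = 0.0548, in a range up to 0.0745 over its alternatives). The enrichment of annotation terms was not tested here, because Table S5 pairs terms with genes of the list only, and the terms of the other genes were not at hand.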

In order to more accurately determine the transcription factors that play a regulatory role based on the chromatin open region and further study how transcription factors regulate downstream genes, we analyzed changes in the chromatin open regions upstream and downstream of the DEGs. 

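After 1 h of light, 40 peaks were lost and 8 were gained within 100 kb of the 13 D genes, and 9 were lost and 42 gained within 100 kb of the 17 U genes. D3 had 5 lost peaks and 0 gained peaks in its window on contig 11, and D12 also had 5 lost and 0 gained. U15, the white collar 1 protein, had 0 lost and 5 gained peaks in its window on contig 63, and U6, a pre-mRNA-splicing factor, had 1 lost and 6 gained on contig 17. In primordia, 95 peaks were lost and 90 gained around the D genes, and 85 were lost and 148 gained around the U genes. U13, a hypothetical protein, had 4 lost and 18 gained peaks in P vs. D, whereas D9 had 3 lost and 16 gained and U1, dehydrogenase patE, had 16 lost and 8 gained. Lost peaks outnumbered gained peaks around 11 of the 13 D genes in L vs. D and around 6 of 13 in P vs. D, and gained peaks outnumbered lost peaks around 13 of the 17 U genes in L vs. D and 14 of 17 in P vs. D. The direction of peaks differed between the D and U windows in L vs. D (Fisher's exact test, two-sided, p = 2.8e-11, Benjamini-Hochberg adjusted over 6 tests 1.7e-10) and in P vs. D (p = 0.0028, adjusted 0.0042). Of all peaks of P vs. D, 52.0% were lost, near the 51.4% in the D windows, whereas 63.5% of the peaks in the U windows were gained. These windows include the peaks by which the study selected the genes. Without any peak of either comparison within 1 kb of a peak of Table S6, a repeat chosen after the values were seen, the windows held 24 lost and 8 gained (D) against 9 and 20 (U) in L vs. D (Fisher's exact p = 0.00081, adjusted 0.0016), and 77 and 90 against 85 and 124 in P vs. D (Fisher's exact p = 0.297, adjusted 0.297). Lost peaks then outnumbered gained peaks around 8 of the 13 D genes in L vs. D and 4 in P vs. D. In P vs. D, gained peaks outnumbered lost peaks around 7 of the 13. Around the 17 U genes, gained peaks outnumbered lost peaks for 10 in L vs. D and 12 in P vs. D. Windows are centred on the transcription start site for D3, D13, U4, U6 and U15, where Table S6 fixes it, and on the highest peak of the gene otherwise. Windows on the same contig, such as those of U4 and U5, share peaks, and in the totals and tests each such peak was counted once. The tests treat every peak as a unit, although several peaks lie in the window of 1 gene. Peaks of 1 window are not all independent, so the p values are too small.

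**Figure D2:**
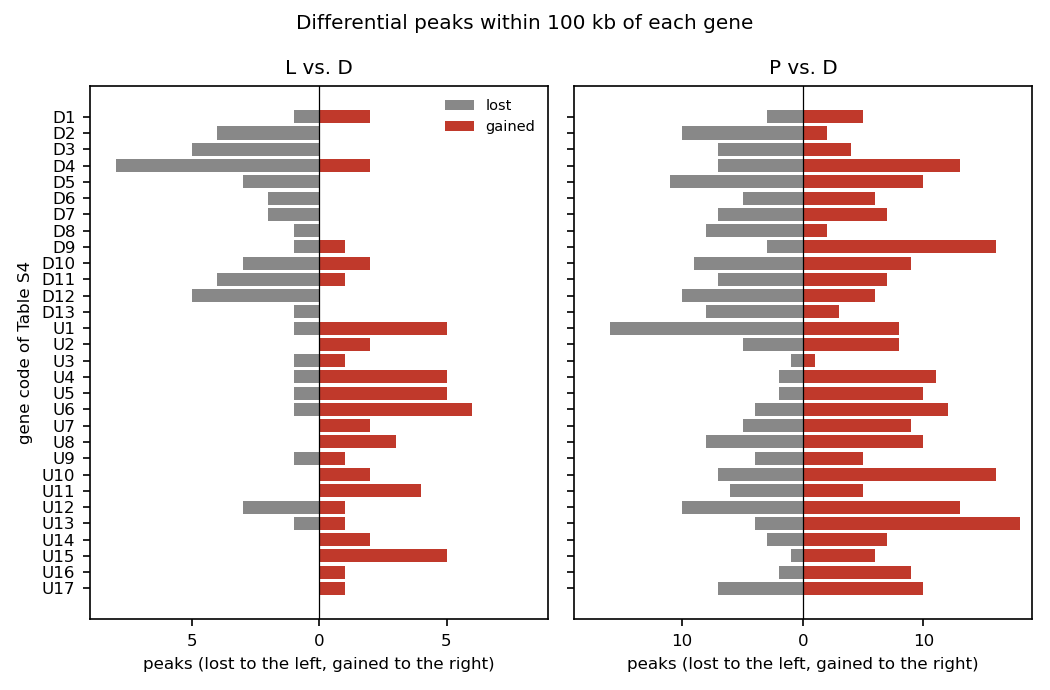
Number of differential open chromatin peaks (x axis; lost peaks in grey to the left, gained peaks in red to the right) within 100 kb of each of the 30 genes (y axis, gene codes of Table S4), for L vs. D on the left and P vs. D on the right. In L vs. D most bars of the D genes point left and most bars of the U genes right, while in P vs. D the D genes have 95 lost and 90 gained peaks in all.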

As Figure 5 shows, most of the signals in the open chromatin region near the down-regulated gene were lost, and the same signals were gained near the up-regulated gene. These results indicated that the change in the regulatory region recognized by ATAC-seq was consistent with the change in the expression of surrounding genes. 

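The peak that Table S6 assigns to each gene can be set beside the expression of that gene. U5 gained a peak in both comparisons, and its RNA rose in P vs. D (log2 fold change 6.63, SE 0.59, adjusted p = 0.0042 from edgeR with Benjamini-Hochberg adjustment). D10 lost a peak of 3538 bp on contig 6 from 599486 to 603023 in P vs. D, and its RNA fell there (log2 fold change -3.24, SE 0.37, adjusted p = 0.0083 from edgeR). For the 17 U genes and for D1, D2 and D3, the peak of Table S6 comes from L vs. D, and all 20 of these genes had a log2 fold change in the direction of the peak. None of these 20 genes was called in L vs. D by edgeR (0 genes), whereas DESeq2 called 13. For the other 10 D genes the peak comes from the lost peaks of P vs. D, and edgeR called 4 of the 10 lower in primordia and DESeq2 called 8. The study chose genes whose peak and RNA change in one direction, so the shared direction is how these genes were selected and has no test of its own here. From the windows of Figure 5, the paper states that the change in the regulatory regions found by ATAC-seq matched the change in the expression of the genes around them.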

The genome-wide functional regions of the peaks near these DEGs were annotated. 

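On contig 16 of the SP-C assembly, U4 and U5, both hypothetical proteins, lie beside a group of regions that opened in L and in P. The transcription start site of U4 is at 761831 on the minus strand. Its peak in L vs. D spans 760731 to 762008, at the TTS, and a second peak spans 764222 to 764514 in intergenic sequence, with a distance to the start site of -2537 bp. The peak of U5 spans 765647 to 767107 in intergenic sequence. In P vs. D, 1 peak from 763980 to 767569 overlaps the second peak of U4 and the peak of U5. In L vs. D, D3, the putative glycine dehydrogenase, lost a promoter peak on contig 11 from 730703 to 732722 and an exon peak from 734252 to 734627. The promoter peak has a distance of -185 bp to the start site at 731897 on the plus strand. It overlapped no differential peak of P vs. D, whereas the exon peak overlapped a lost peak there. D13, the trans-sulfuration enzyme, has 5 peaks lost in P vs. D on contig 84, all in intergenic sequence. The highest of them in score (318) spans 143340 to 144910, with a distance of -32526 bp to the start site of D13. Of the 38 peaks, 18 belong to D genes and 20 to U genes. The 18 peaks of the D genes lie at the promoter (7), in intergenic sequence (5), in an exon (3) and at the TTS (3), and the 20 peaks of the U genes lie in an exon (6), at the promoter (5), at the TTS (4), in intergenic sequence (3) and in an intron (2). For 29 of the 30 genes a peak of Table S6 overlaps a peak of the same direction in the other comparison, and for U1 such a peak lies within 1 kb. No gene had an overlapping peak of the opposite direction (0 of 30). The study kept genes with peaks of the same direction in both comparisons, so these counts largely follow from the selection, for U and D genes alike. For 10 of the 13 D genes, but 0 of the 17 U genes, the overlapping peaks of both comparisons have the same score, so the peaks lost in L and in P are not independent measurements. The regions, annotations and scores are the authors', and no value per library lies behind them.

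**Figure D3:**
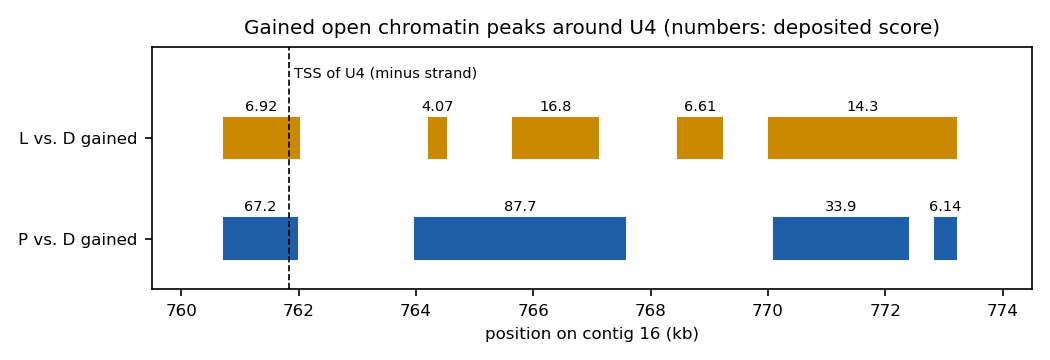
Gained open chromatin peaks around the start site of U4 on contig 16 (x axis, position in kb), for L vs. D (upper row, orange) and P vs. D (lower row, blue). Numbers above the bars are the deposited scores, and the dashed line is the start site of U4 on the minus strand; 5 peaks were gained in L vs. D and 4 in P vs. D.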

There were 12, 9, 8, 7, and 2 peaks enriched near the promoter, exon, distal intergenic, TTS, and intron regions, respectively (Table S6).

### 2.4. Validation of the Results by qRT-PCR

qRT-PCR was used to quantitatively validate the sequencing data. The DEGs exhibited similar expression patterns to those in the ATAC-seq and RNA-seq experiments (Figure 6), except for U1 (dehydrogenase patE), U9 (SH3 domain-containing protein), U14 (putative methyltransferase-like protein C27D7.08c), U16 (cysteine proteinase 1), D5 (cofactor-independent phosphoglycerate mutase), D8 (meiosis-specific protein hop1), D9 (aldo-keto reductase yakc), and D13 (uncharacterized trans-sulfuration enzyme YHR112C). Therefore, DEGs identified by ATAC-seq and RNA-seq can be further investigated in the future as candidate genes involved in LIPF in *S. latifolia*.

## 3. Discussion

Understanding the molecular mechanisms regulating the fruiting process in macro-fungi, especially in industrially cultivated mushrooms, has long been a goal in mycological research [28]. As a brown rot fungus, *S. latifolia* has exhibited various biological and pharmacological activities [16,17,18]. In China, the total fresh production of *S. latifolia* is over 20 tons/d. However, the cultivation technology is still controlled by a small group of people. Therefore, it is important to elucidate the mechanisms of fruiting body development in *S. latifolia*. Recently, several research groups have sequenced the whole genome sequence of *Sparassis* species [19,29], which will provide base information for further study. Previous study showed that light was an essential environmental factor for the primordia formation in *S. latifolia* [30], but the molecular mechanism of light-induced primordia formation in *S. latifolia* is still unclear.

In this study, we detected the changes in chromatin accessibility and gene expression in the development of mycelia into primordia and combined the treatment of light. We firstly comprehensively analyzed the changes in chromatin accessibility in LIPF in *S. latifolia*. ATAC-seq can identify open chromatin regions that are trimethylated at H3K4, H3K36, and H3K79 [31]. This technology combined with RNA-seq can provide high resolution of the potential functional interactions that occurred during development [32]. ATAC-seq has been widely used in human, plant, and animal research, but few studies have used this technology in fungi research [33,34]. 

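A larger share of the peaks lost after 1 h of light than of those gained overlapped a differential peak of primordia. Of the 273 peaks lost in L vs. D, 196 (71.8%) overlapped a differential peak of P vs. D, and of the 234 peaks gained in L vs. D, 78 (33.3%) did, which left 156 gained peaks that overlapped none. Among these 274 overlapping peaks of L vs. D, each counted once, 148 were lost in both comparisons and 77 were gained in both. A further 48 peaks were lost in L vs. D and gained in P vs. D, and 1 was gained in L vs. D and lost in P vs. D. The direction was the same for 82.1% of the overlapping peaks. Of the peaks lost in both, 106 have the same start and end in both lists and 100 also the same score, whereas 0 peaks gained in both have the same start and end. Both comparisons use the same 2 libraries of D, so the share of overlapping peaks with the same direction lies above chance with no effect at all. With so many lost peaks identical in both lists, the larger overlap of lost peaks is not independent evidence that closing persisted into primordia more than opening. At a score of at least 5 in both lists, 180 peaks of L vs. D overlapped one of P vs. D, 110 of them lost in both and 36 gained in both.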

Based on the quality control shown in Figure 1, we think that we successfully applied ATAC-seq to the screening of functional genes of *S. latifolia*, although the number of differentially expressed peaks in the L vs. D group was 507 (Table S2). It was speculated that the possible reason was the time of sample illumination treatment for ATAC-seq. In our previous studies, the expression level of some light receptors was significantly changed after 1 h light treatment [23,24]. So, this time duration was selected for the light treated mycelium group. However, in other studies, light treatment time was usually shorter than 1 h [9,35,36].

The integration of ATAC-seq and RNA-seq results showed that 17 genes were up-regulated and 13 genes were down-regulated in both the L vs. D and P vs. D groups (Table S4 and Figure 3C). 

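All 17 U genes had a higher fitted level in P than in L, and all 13 D genes a lower one. U17, dehydrogenase citC, came closest to a call, with a log2 fold change of 3.49 in P vs. L (SE 0.52, adjusted p = 0.0612 from edgeR with Benjamini-Hochberg adjustment; 0.0473 without primordia replicate 2, in a range of 3.0e-09 to 0.416 over its alternatives). U5 differed by 0.66 (SE 0.53, adjusted p = 0.727 from edgeR). None of the 30 genes passed edgeR in this comparison over all 9 libraries (0 of 30), and DESeq2 called 6 of them. Among all genes, edgeR called 0 genes in both L vs. D and P vs. D (23 of the 30 genes had an unadjusted p under 0.05 in both), and DESeq2 called 135 genes higher in both and 127 lower in both. Independent lists of the lengths found by DESeq2 would share 9.19 and 11.8 genes, and since these values leave out the shared D libraries, which are too few to split, part of the excess over them may come from the shared controls. The log2 fold changes of L vs. D and P vs. D correlated across 10576 genes, which are not independent replicates, with r = 0.752, where unchanged groups simulated against the same D libraries gave 0.501 on average over 50 simulations. Their covariance was 0.394, against 0.0953 in the simulations, a difference of 0.299. The simulations drew each gene on its own and carried no axis of variance shared by genes within groups. They therefore cannot show whether the observed correlation and covariance exceed chance. The paper takes the genes that changed in one direction in both assays and both comparisons as candidate genes of light-induced primordia formation.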

The major advantage of this approach is the downstream interactions do not have to be previously known. Integration of ATAC-seq and RNA-seq can determine the transcription factors that play a regulatory role based on the chromatin open region and further study how transcription factors regulate downstream genes. There were 12, 9, 8, 7, and 2 peaks enriched near the promoter, exon, distal intergenic, TTS, and intron regions, respectively (Table S5). The result of GO analysis showed that these DEGs were influenced by a variety of biological processes, particularly metabolic processes (one-carbon metabolic process, sulfur compound metabolic process, glycine metabolic process). When combined with the results of the KEGG pathway analysis of the DEGs, this indicated that functional groups were associated with vitamin B6 metabolism, glycine metabolism, and cystathionine lyase, which might play an important role in LIPF in *S. latifolia*. Metabolism of vitamins was also involved in fruiting body formation in *Lentinula edodes* [37].

Tang et al. found the expression level of *WC-1* was significantly up-regulated in brown mycelia in *L. edodes* [38]. In *C. cinerea*, white collar proteins also play a role in photomorphogenesis and fruiting body development [39]. *WC-1* in *Cordyceps militaris* also could switch the vegetative growth state to primordia differentiation [40]. The expression of *WC-1* in *S. latifolia* was induced by light treatment and up-regulated during development [23]. 

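The white collar 1 gene, U15 (Gglean010591), encodes a blue light receptor. Its RNA stood at 105 ± 19.2 CPM in D, 315 ± 102 CPM in L and 758 ± 458 CPM in P (SD, n = 3 per group). It rose in P vs. D by a log2 fold change of 2.86 (SE 0.58, adjusted p = 0.0433 from edgeR with Benjamini-Hochberg adjustment). In L vs. D the log2 fold change was 1.59 (SE 0.29, adjusted p = 0.162 from edgeR), with every L library above every D library, and DESeq2 called the gene in both comparisons. Around its start site at 62953 on the minus strand of contig 63, a promoter peak from 62652 to 63935 was gained in L vs. D and a peak from 62819 to 66212 in P vs. D. A shorter exon peak from 61022 to 61224 was gained in L vs. D and one from 60915 to 61121 in P vs. D. Primordia replicate 2 had 231 CPM, against 1063 and 980 CPM in replicates 1 and 3. The call in P vs. D ended without dark replicate 1, 2 or 3 or primordia replicate 1 or 3 (adjusted p 0.183, 0.132, 0.161, 0.130 and 0.0772 from edgeR).

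**Figure D4:**
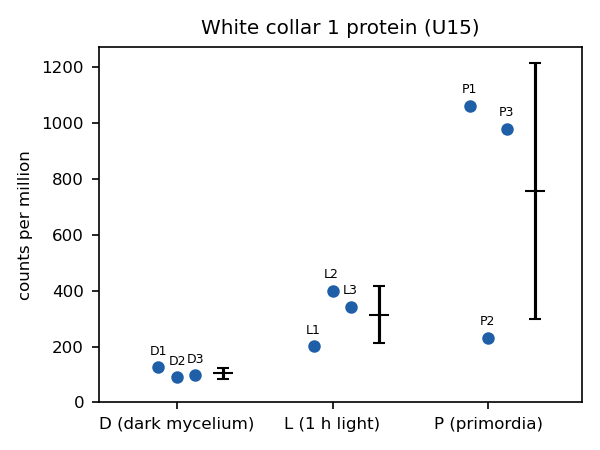
RNA level of U15 in CPM (y axis) in each library of D, L and P (points, with library names such as D1 for dark replicate 1); the bar beside each group is the mean with its SD over 3 libraries. The 3 D libraries lie between 90.7 and 127 CPM, below every L and P library.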

In this study, the expression of *WC-1* was also up-regulated both in ATAC-seq and RNA-seq, indicating that blue light receptor WC-1 must be associated with light-induced primordium formation in *S. latifolia*. 

Hydrophobins are small proteins of approximately 100 amino acids that are characterized by eight cysteine residues in conserved positions. They are important for the formation and development of fruiting bodies in macro-fungi. In *S. commune*, hydrophobins are involved in the formation of aerial hyphae, as well as the formation of other aerial structures [41]. Hydrophobin 9 in *F. filiformis* was involved in the formation of primordia [42,43]. In this study, a hydrophobin gene, *U10* (Fruiting body protein SC4), was up-regulated in LIPF. 

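U10 (Gglean005727), annotated as the precursor of the fruiting body protein SC4, stood at 110 ± 106 CPM in D, 2591 ± 2384 CPM in L and 6083 ± 7635 CPM in P (SD, n = 3 per group). Every L and every P library lay above every D library. The log2 fold change was 4.56 in L vs. D (SE 1.16, adjusted p = 0.235 from edgeR with Benjamini-Hochberg adjustment) and 5.83 in P vs. D (SE 1.31, adjusted p = 0.0615 from edgeR). The spread within groups was large, since primordia replicate 2 had 14899 CPM, against 1684 and 1666 CPM in replicates 1 and 3. Light replicate 2 had 5109 CPM and light replicate 1 had 368 CPM. At the promoter of the gene, a peak on contig 28 from 271896 to 274372 was gained in L vs. D and a peak from 271790 to 274544 in P vs. D. Without primordia replicate 2 the log2 fold change in P vs. D was 3.94 and the gene was called (adjusted p = 0.0334 from edgeR, in a range of 0.0334 to 0.261 over its alternatives). DESeq2 called U10 in L vs. D and gave no p in P vs. D.

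**Figure D5:**
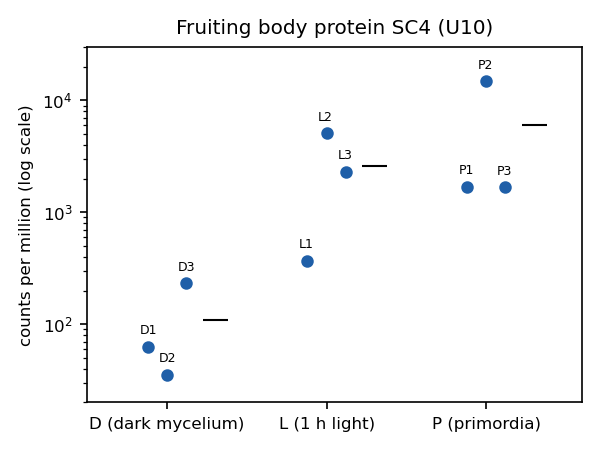
RNA level of U10 in CPM on a log scale (y axis) in each library of D, L and P (points, with library names such as P2 for primordia replicate 2); the dash beside each group is its mean over 3 libraries. Dark replicates lie between 35.2 and 231 CPM, and primordia replicate 2 is highest at 14899 CPM.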

However, the role of most of these DEGs in primordium formation and stress response in *S. latifolia* is still unclear. Further study is required to investigate the function of these DEGs in LIPF in *S. latifolia*.

## 4. Materials and Methods 

### 4.1. Strains, Culture Conditions, and Isolation of Nucleic Acids

The *S. latifolia* strain SP-C was preserved at the Institute of Edible Fungi, Fujian Academy of Agricultural Sciences (Fuzhou, China). The strain was maintained on potato dextrose agar slants, and seed culture medium was composed of potato (20%), glucose (2%), and fish peptone (0.3%). The pine wood sawdust substrate for *S. latifolia* culture was prepared as described in our previous study [44]. Samples of fungi were divided into three different groups: mycelium group (D), incubated at 23–25 °C in darkness for 28 d after inoculation; light-induced mycelium group (L), 1 h light (200 lx white LED) induced mycelium from group D; and primordia group (P). The D group mycelia were continuously cultured under 14:10 h of light/dark for 2 weeks and primordia were formed. Samples were ground in liquid nitrogen using mortar and pestle. DNA and total RNA were isolated using previous method with some modifications [45].

### 4.2. ATAC-Seq

ATAC-seq was performed as previously described [26]. Raw sequence reads were initially processed for quality control by FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and then Cutadapt was used to remove adapter sequences and poor quality reads [46]. Subsequently, the remaining reads were mapped to the reference genome of *S. latifolia* strain SP-C [19] using BWA (Burrows-Wheeler Alignment) (0.7.10) [47]. SAM files were converted to BAM format using Samtools and used for peak calling. The consensus map was created for each group by merging all samples using the BEDTools [48] merge command. MACS2 (2.1.1) [49] was used to call peaks and an initial threshold was defined as |log2FC| > 0.26, with *p* < 0.05. After performing PCA on the signals of merged peaks from all samples, plotPCA was used to sort the principal components according to the amount of data variability. The pair-wise Spearman correlation between any pair of ATAC-seq samples was calculated based on read counts/signals on merged ATAC-seq peaks from all samples. ATAC-seq peaks were annotated using Homer’s annotatePeaks.pl [50]. Two biological replicates were used.

### 4.3. Integration Analysis of ATAC-Seq and RNA-Seq

The ATAC-seq results were combined with expression data from RNA-seq analysis in order to accurately determine the transcription factors that play a regulatory role based on the chromatin open region and to further study how transcription factors regulated downstream genes. RNA-seq was performed as previously described [5]. Three biological replicates were used for RNA-seq. Raw data (raw reads) of FASTQ format were filtered by Cutadapt [46]. Files were then processed by FASTQC. Reference genomes were directly downloaded from the National Center for Biotechnology Information (NCBI) genome website [19]. The reference genome index was constructed and paired-end clean reads were aligned to the *S. latifolia* genome using STAR [51]. The read numbers mapped to each gene were counted using HTSeq v0.6.1 [52]. DESeq2 R package was used to analyze the differential expression [53]. Genes with |FoldChange| > 1.2 and adjusted *p*-value ≤ 0.05 were assigned as differentially expressed. When several ATAC-seq peaks were associated with one gene, the highest ATAC-seq peak was selected among the gene-proximal peaks. The down-regulated DEGs in RNA-seq were overlapped with the associated gene with a chromatin open region with ATAC-seq signal attenuated, and the up-regulated DEGs in RNA-seq were correlated with ATAC-seq signal-enhanced chromatin open region-related gene. Further, the overlapped DEGs between ATAC-seq and RNA-seq were again overlapped between the L vs. D group and the P vs. D group.

### 4.4. Function Annotation

KEGG pathway analysis was used to discover the significant pathway of differential genes. The significant pathways were selected using Fisher’s exact test, and the *p*-value and false discovery rate (FDR) were used to define the threshold of significance [54]. GO analysis was performed to facilitate the elucidation of the biological implications of unique genes in LIPF [55]. We downloaded the GO annotations from UniProt (http://www.uniprot.org/), NCBI (http://www.ncbi.nlm.nih.gov/), and Gene Ontology (http://www.geneontology.org/). Fisher’s exact test was applied to identify the significant GO categories and FDR was used to correct the *p*-values. 

### 4.5. Gene Expression Analysis

Gene expression analysis was performed by qRT-PCR as previously described [24]. Briefly, total RNA was isolated using TRIzol reagent (Invitrogen, San Diego, CA, USA) and then reverse-transcribed with PrimeScript™ II 1st Strand cDNA Synthesis Kit (Takara, Japan) following the manufacturer’s instructions. cDNA was quantified using SYBR Premix Ex Taq kit (Takara, Japan) on an ABI QuantStudio instrument. Each gene was analyzed in duplicate and normalized to the housekeeping gene *GAPDH* [23]. Primers used in this study are described in Table S2. The reaction mixture contained 4.5 μL cDNA, 0.5 μL primers (10 μM), 12.5 μL 2× SYBR Premix Ex Taq, and ddH_2_O up to 20 μL. The thermal cycling conditions were: 95 °C for 1 min; followed by 40 cycles of 10 s at 95 °C, 34 s at 60 °C, and 60 °C for 1 min. Three biological replicates were used.

## 5. Conclusions

In conclusion, here, we try to use a new technology, integration of ATAC-seq and RNA-seq, to investigate differences in gene expression patterns during primordia formation of *Sparassis latifolia*. We found some key genes that could serve as potential biomarkers to provide insights into the transformation of mycelia to fruiting body in *Sparassis latifolia*.

## Figures and Tables

**Figure 1:**
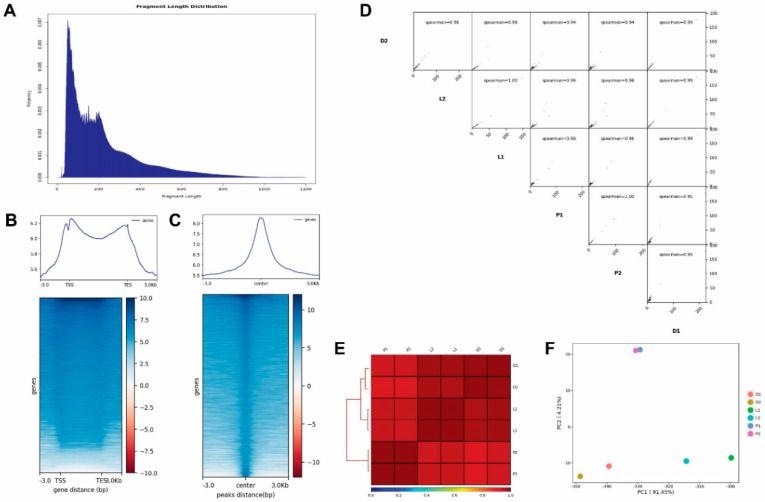
Results of the assay for transposase accessible chromatin by sequencing (ATAC-seq). (**A**) Fragment length distribution map. (**B**,**C**) Mapped reads distributions (from bigwig) across gene bodies and peaks. The X-axis represents the normalized gene or peak length, and the Y-axis represents the read enrichment. The larger the value, the more enriched. TSS stands for the gene start site, and TES stands for the gene stop site. −3.0 represents 3 kb upstream of TSS, and 3.0 kb represents 3 kb downstream of TES. ATAC-seq read distributions are presented as an average plot (up) and heatmap (down). The Deeptools tool was used for this analysis. (**D**) The Pearson correlation results shown by heatmap scatterplot. (**E**) The Pearson correlation results shown by heatmap. (**F**) Principal Components Analysis (PCA) plot.

**Figure 2:**
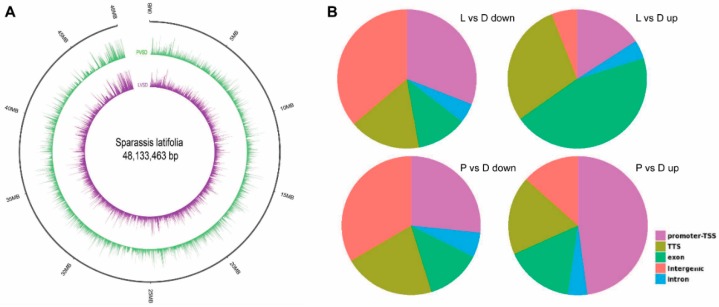
Genomic distribution of differential peaks. (**A**) Circos map of differential peaks. (**B**) The genome-wide distribution of the peaks. The genome-wide functional regions were divided into promoter, downstream TTS, coding exon, intron, and distal intergenic regions.

**Figure 3:**
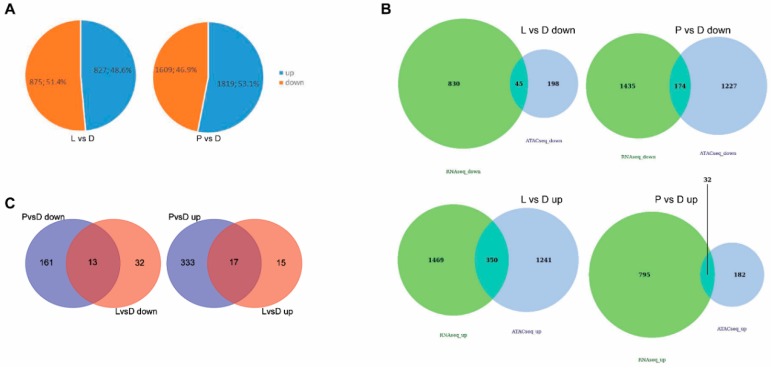
Integration of ATAC-seq and RNA-seq results. (**A**) Statistical pie chart of differentially expressed genes identified using RNA-seq. (**B**) Overlap of differentially expressed genes identified by ATAC-seq and RNA-seq. (**C**) Overlap of differentially expressed genes in the P vs. D and L vs. D groups.

**Figure 4:**
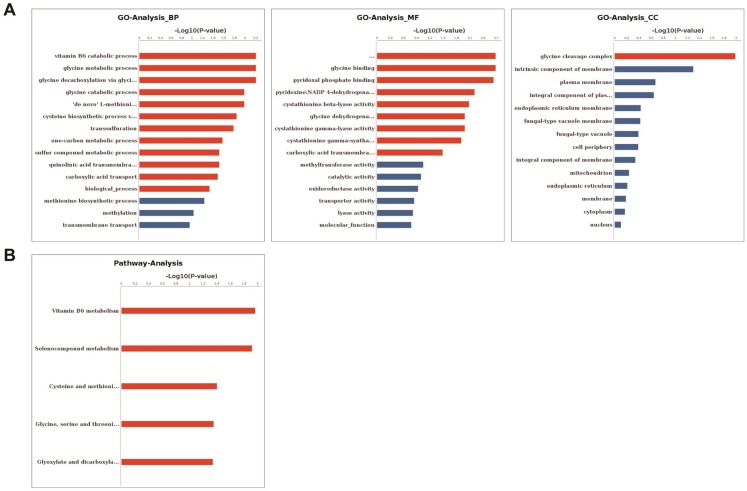
Function analysis of the differentially expressed genes (DEGs). (**A**) Histogram of the gene ontology (GO) classification of the DEGs. Red color represents a significant term (*p* < 0.05), and blue represents a non-significant term. (**B**) KEGG (Kyoto Encyclopedia of Genes and Genomes) annotation for the DEGs.

**Figure 5:**
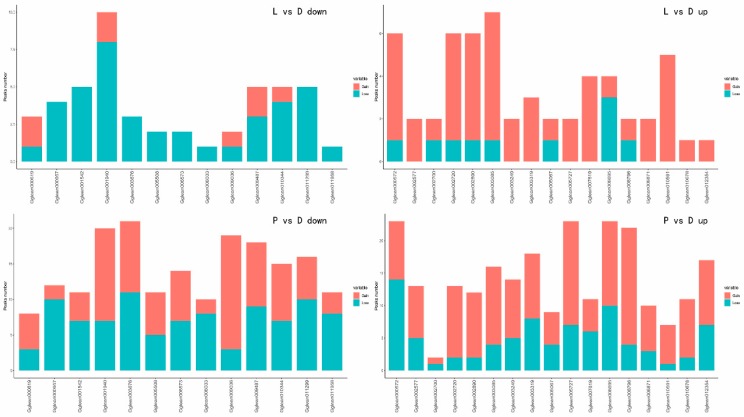
The changes in the chromatin open regions near the DEGs, for each group. The TSS site of the selected gene was expanded upstream and downstream to 100,000 bp, and the differential chromatin open regions of ATAC-seq were analyzed.

**Figure 6:**
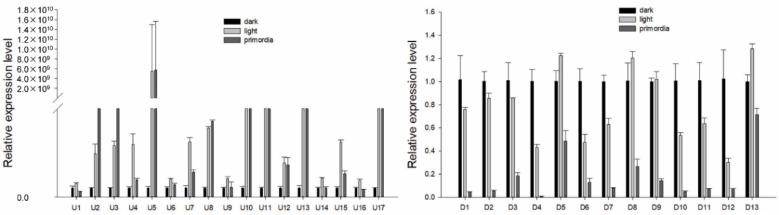
Relative expression levels of the DEGs. X axes are the gene codes of the DEGs, and Y axes are the relative expression levels of the DEGs. Data are presented as mean ± SD.

## Data Availability

The data of ATAC-seq and RNA-seq data in this study have been deposited in NCBI’s Gene Expression Omnibus (GEO) under accession number GSE129983.

## Supplementary Materials

Supplementary materials can be found at https://www.mdpi.com/1422-0067/21/1/185/s1.

## Abbreviations

LIPF	light induced primordia formation
*S. latifolia*	*Sparassis latifolia*
ATAC-seq	assay for transposase accessible chromatin by sequencing
DEPs	differentially expressed peaks
DEGs	differentially expressed genes
PDA	potato dextrose agar
PCA	Principal Components Analysis
GEO	Gene Expression Omnibus
GAPDH	glyceraldehyde-3-phosphate dehydrogenase
qRT-PCR	real-time quantitative PCR
FDR	false discovery rate

# Supplementary material for: Integration of ATAC-Seq and RNA-Seq Identifies Key Genes in Light-Induced Primordia Formation of Sparassis latifolia
**Source:** Int J Mol Sci. 2019 Dec 26;21(1):185. doi: 10.3390/ijms21010185
**Supplement:** Supplementary file 1

Table S1. Summary of the ATAC-seq data for the three groups of *S. latifolia*.

Item	D1	D2	L1	L2	P1	P2
All	1.09×10 ⁸	7.00×10 ⁷	1.23×10 ⁸	1.18×10 ⁸	1.27×10 ⁸	1.26×10 ⁸
UnMapped	2.60×10 ⁷	1.52×10 ⁷	3.12×10 ⁷	2.85×10 ⁷	5.54×10 ⁷	5.55×10 ⁷
Mapped	8.28×10 ⁷	5.48×10 ⁷	9.18×10 ⁷	8.91×10 ⁷	7.19×10 ⁷	7.01×10 ⁷
MappedRate	0.76	0.78	0.75	0.76	0.57	0.56
Unique Mapped	7.80×10 ⁷	5.17×10 ⁷	8.61×10 ⁷	8.38×10 ⁷	6.81×10 ⁷	6.64×10 ⁷
Unique Mapped Rate	0.72	0.74	0.70	0.71	0.54	0.53
Repeat Mapped	4.86×10 ⁶	3.04×10 ⁶	5.74×10 ⁶	5.24×10 ⁶	3.83×10 ⁶	3.75×10 ⁶
All Base	1.21×10 ¹⁰	8.40×10 ⁹	1.26×10 ¹⁰	1.27×10 ¹⁰	1.39×10 ¹⁰	1.37×10 ¹⁰
UnMapped Base	2.57×10 ⁹	1.69×10 ⁹	2.96×10 ⁹	2.79×10 ⁹	5.63×10 ⁹	5.64×10 ⁹
Mapped Base	9.52×10 ⁹	6.71×10 ⁹	9.61×10 ⁹	9.91×10 ⁹	8.25×10 ⁹	8.02×10 ⁹
Unique Mapped Base	9.04×10 ⁹	6.40×10 ⁹	9.10×10 ⁹	9.41×10 ⁹	7.87×10 ⁹	7.65×10 ⁹
Repeat Mapped Base	4.81×10 ⁸	3.18×10 ⁸	5.09×10 ⁸	4.98×10 ⁸	3.80×10 ⁸	3.71×10 ⁸
Peak Calling	9.40×10 ³	7.72×10 ³	1.13×10 ⁴	1.08×10 ⁴	8.51×10 ³	8.35×10 ³

Table S2. Differential accessible peaks statistics.

Sample	P vs. D		L vs. D	
	down	up	down	up
PeakNum	1912	1768	273	234

Table S3. Summary of the clean transcriptome sequencing data for the three groups of *S. latifolia*.

Statistics	D1	D2	D3	L1	L2	L3	P1	P2	P3
All	6.18×10 ⁷	7.13×10 ⁷	6.54×10 ⁷	7.05×10 ⁷	6.83×10 ⁷	6.10×10 ⁷	5.78×10 ⁷	6.79×10 ⁷	6.40×10 ⁷
UnMapped	7.41×10 ⁶	8.15×10 ⁶	8.07×10 ⁶	8.61×10 ⁶	9.93×10 ⁶	7.93×10 ⁶	9.64×10 ⁶	1.48×10 ⁷	1.01×10 ⁷
Mapped	5.44×10 ⁷	6.31×10 ⁷	5.73×10 ⁷	6.19×10 ⁷	5.84×10 ⁷	5.31×10 ⁷	4.81×10 ⁷	5.31×10 ⁷	5.39×10 ⁷
Mapped Rate	0.88	0.89	0.88	0.88	0.86	0.87	0.83	0.78	0.84
Unique Mapped	5.37×10 ⁷	6.24×10 ⁷	5.66×10 ⁷	6.10×10 ⁷	5.77×10 ⁷	5.24×10 ⁷	4.75×10 ⁷	5.26×10 ⁷	5.31×10 ⁷
Unique Mapped Rate	0.87	0.88	0.87	0.87	0.85	0.86	0.82	0.77	0.83
Repeat Mapped	6.87×10 ⁵	7.85×10 ⁵	6.41×10 ⁵	8.66×10 ⁵	6.52×10 ⁵	6.93×10 ⁵	5.66×10 ⁵	5.73×10 ⁵	7.65×10 ⁵
Junction All	2.21×10 ⁷	2.63×10 ⁷	2.30×10 ⁷	2.45×10 ⁷	2.30×10 ⁷	2.10×10 ⁷	1.91×10 ⁷	2.10×10 ⁷	2.15×10 ⁷
Mapped	2.21×10 ⁷	2.63×10 ⁷	2.30×10 ⁷	2.45×10 ⁷	2.30×10 ⁷	2.10×10 ⁷	1.91×10 ⁷	2.10×10 ⁷	2.15×10 ⁷
Junction Unique	2.18×10 ⁷	2.59×10 ⁷	2.28×10 ⁷	2.42×10 ⁷	2.27×10 ⁷	2.07×10 ⁷	1.89×10 ⁷	2.08×10 ⁷	2.11×10 ⁷
Mapped	2.18×10 ⁷	2.59×10 ⁷	2.28×10 ⁷	2.42×10 ⁷	2.27×10 ⁷	2.07×10 ⁷	1.89×10 ⁷	2.08×10 ⁷	2.11×10 ⁷
All Base	9.27×10 ⁹	1.07×10 ¹⁰	9.80×10 ⁹	1.06×10 ¹⁰	1.02×10 ¹⁰	9.16×10 ⁹	8.66×10 ⁹	1.02×10 ¹⁰	9.61×10 ⁹
UnMapped Base	1.11×10 ⁹	1.22×10 ⁹	1.21×10 ⁹	1.29×10 ⁹	1.49×10 ⁹	1.19×10 ⁹	1.45×10 ⁹	2.22×10 ⁹	1.52×10 ⁹
MappedBase	8.16×10 ⁹	9.47×10 ⁹	8.59×10 ⁹	9.28×10 ⁹	8.76×10 ⁹	7.97×10 ⁹	7.22×10 ⁹	7.97×10 ⁹	8.08×10 ⁹
Unique Mapped Base	8.05×10 ⁹	9.35×10 ⁹	8.50×10 ⁹	9.15×10 ⁹	8.66×10 ⁹	7.86×10 ⁹	7.13×10 ⁹	7.89×10 ⁹	7.97×10 ⁹
Repeat Mapped Base	1.03×10 ⁸	1.18×10 ⁸	9.61×10 ⁷	1.30×10 ⁸	9.78×10 ⁷	1.04×10 ⁸	8.49×10 ⁷	8.59×10 ⁷	1.15×10 ⁸
InsertSize	679.00	665.00	631.00	760.00	609.00	649.00	645.00	613.00	595.00

Table S4. Summary of the DEGs in integration of ATAC-seq with RNA-seq.

Genes	Code	GenBank No.	Primer pairs (5'→3')	Descriptions
D1	Gglean000619	MK972849	F:CGCTGTCTGGCCGGTATATT<br>D:AAAGCGAATCCACTGAGGCA	MFS general substrate transporter
D2	Gglean000957	MK972850	F:CCAGGAGCGACCTTGGTATT<br>D:CAAGAACGGGGTATCTCCGA	Delta (12) fatty acid desaturase
D3	Gglean001542	MK972851	F:TCAAGATGCTCGGTGGTGAC<br>D:CAATGAGCATGCACGTCGAG	Putative glycine dehydrogenase
D4	Gglean001940	MK972852	F:GTACGGACACAACCTGCTCA<br>D:CGGATATCCCGGTCCACAAG	Phenol 2-monooxygenase
D5	Gglean003676	MK972853	F:GCCCCCGAGAAGAACATGAA	cofactor-independent phosphoglycerate mutase

D6	Gglean005508	MK972854	D:CCTCGTCGCCATTGACGATA<br>F:ACGCGAGTTAGCTATGGAGC<br>D:CCAAGCAATGACAACGCCAA	Uncharacterized transporter
D7	Gglean006573	MK972855	F:GGTTCATCCACCATGCAGA<br>D:CTACGCCGGAGATGAAGTCC	Alpha/beta hydrolase
D8	Gglean008033	MK972856	F:AGCACTTTCGTTCCGGTGAT<br>D:CGCTGTCTGCTTCCAGTA	Meiosis-specific protein hop1
D9	Gglean009036	MK972857	F:GGATGGCCTCAAGAGGATCG<br>D:CAAGAGGGACTCCATACCGC	Aldo-keto reductase yakc [NADP(+)]
D10	Gglean009487	MK972858	F:AGCTCGAAGAACTGCACGA<br>D:TCTCGTCCCCAGCCTTGATA	lactate 2-monooxygenase
D11	Gglean010344	MK972859	F:ACTCCAACCTCACGTTCTGTC<br>D:CTGATCCGGCGTGAGCTTAT	5-methyltetrahydropteroyltriglutamate--homocysteine methyltransferase
D12	Gglean011299	MK972860	F:TTCGGTAGAGAACCCCGAT<br>D:CATGTGGGGCTCAACTGCTA	O-methylsterigmatocystin oxidoreductase
D13	Gglean011958	MK972861	F:ACGATTTTCGACCCCTCAAC<br>D:TAACCACCTGTGATGGCGAC	Uncharacterized trans-sulfuration enzyme YHR112C
U1	Gglean000572	MK972862	F:GCCGTCCGACTATGACGAAT<br>D:CGAGTCAGGTATGCGGTCTC	Dehydrogenase patE
U2	Gglean002577	MK972863	F:CGTCACATCGATGAACACGC<br>D:AACCTCGAACGGGAACAC	hypothetical protein 1
U3	Gglean002700	MK972864	F:CGTCACATCGATGAACACGC<br>D:AACCTCGAACGGGAACAC	Iron-sulfur clusters transporter ATM1
U4	Gglean002720	MK972865	F:TTTCGCTGGGTGCTTATCGT<br>D:GGAACCCTAACTTCAACCGCA	hypothetical protein 2
U5	Gglean002890	MK972866	F:AGATGATGAGCGTCTTCCGC<br>D:AACCTCGACCATGATGGGCTC	hypothetical protein 3
U6	Gglean003085	MK972867	F:CCAATGCAGTGAAGCGGACT<br>D:ATGTCTGAAGTGGAAGCCG	Pre-mRNA-splicing factor CWC22
U7	Gglean003249	MK972868	F:TGCGTCCAAGATATCGTCCG<br>D:GAACAATCGCGATGAGCCAC	hypothetical protein 4
U8	Gglean003319	MK972869	F:TTCACGAGGACCACAAGCTC<br>D:CTGCTTCCCAAACCTCGTCT	Phospholipid methyltransferase
U9	Gglean005067	MK972870	F:CGACGATGATTGACACCGC<br>D:CTCTCCGGACTGCGATTCTC	SH3 domain-containing protein
U10	Gglean005727	MK972871	F:CCATCACCGTCATCGGAGTT<br>D:AACCAAGTTGCCGTAGCTGT	Fruiting body protein SC4 (Precursor)
U11	Gglean007619	MK972872	F:CCCCTCAGCGTCGATAGTTC<br>D:GAGGTTAGAGGCGACATCGG	Gluconate transport inducer 1
U12	Gglean008695	MK972873	F:CGCGATTGCAAAAGGAGCTG<br>D:AGGATGGAGAGGACGAGCTT	LON peptidase N-terminal domain and RING finger protein
U13	Gglean008796	MK972874	F:TATATGCGCGCAAAGCACAC<br>D:CGAGTAAGATCACCGTCCCG	hypothetical protein 5
U14	Gglean008871	MK972875	F:TGAAGAGCAGACGACTACCG<br>D:ATTTCAGTTCCGCGATGGA	Putative methyltransferase-like protein C27D7.08c
U15	Gglean010591	KX671998	F:CCAGCATCACCAACTACAAGAA<br>D:CCTCTGCGGGAGTATTATTGAC	White collar 1 protein
U16	Gglean010678	MK972876	F:CCGATACCACCTTCCTCGTG<br>D:AGCCAAGTTCTTGAGGGTCG	Cysteine proteinase 1
U17	Gglean012354	MK972877	F:GTACCACCGGACTCACCTTC<br>D:TACTGCTTTTCGAGACCTGG	Dehydrogenase citC
GAPDH	Gglean007906	MF975750	F:TCATTACCGCACCTCTTCC<br>D:CCACCACGCCAGTCTTATG	Glyceraldehyde-3-phosphate dehydrogenase

Table S5. Gene ontology and pathway enrichment analysis of the DEGs.

Categories	Term ID	Term	Symbol	P-		
				Value	FDR	Enrichment
biological process	GO:0042820	vitamin B6 catabolic process	Gglean009036	0.006	0.035	160.56
	GO:0006544	glycine metabolic process	Gglean001542	0.006	0.035	160.56

		glycine decarboxylation via glycine cleavage				
	GO:0019464	system	Gglean001542	0.006	0.035	160.56
	GO:0006546	glycine catabolic process	Gglean001542	0.010	0.035	96.33
	GO:0071266	'de novo' L-methionine biosynthetic process	Gglean011958	0.010	0.035	96.33
		cysteine biosynthetic process via				
	GO:0019343	cystathionine	Gglean011958	0.014	0.040	68.81
	GO:0019346	transsulfuration	Gglean011958	0.017	0.040	60.21
	GO:0006730	one-carbon metabolic process	Gglean001542	0.027	0.051	37.05
	GO:0006790	sulfur compound metabolic process	Gglean011958	0.031	0.051	32.11
	GO:1903222	quinolinic acid transmembrane transport	Gglean005508	0.031	0.051	32.11
	GO:0046942	carboxylic acid transport	Gglean005508	0.033	0.051	30.10
	GO:0008150	biological_process	Gglean009036	0.047	0.067	5.47
	GO:0008150	biological_process	Gglean000619	0.047	0.067	5.47
cellular						
component	GO:0005960	glycine cleavage complex	Gglean001542	0.010	0.145	96.27
		5-methyltetrahydropteroyltriglutamate-				
	GO:0003871	homocysteine S-methyltransferase activity	Gglean010344	0.002	0.015	480.83
	GO:0016594	glycine binding	Gglean001542	0.002	0.015	480.83
	GO:0030170	pyridoxal phosphate binding	Gglean011958	0.002	0.015	25.99
	GO:0030170	pyridoxal phosphate binding	Gglean001542	0.002	0.015	25.99
	GO:0050236	pyridoxine:NADP 4-dehydrogenase activity	Gglean009036	0.006	0.028	160.28
	GO:0004121	cystathionine beta-lyase activity	Gglean011958	0.008	0.028	120.21
		glycine dehydrogenase (decarboxylating)				
	GO:0004375	activity	Gglean001542	0.010	0.028	96.17
	GO:0004123	cystathionine gamma-lyase activity	Gglean011958	0.010	0.028	96.17
	GO:0003962	cystathionine gamma-synthase activity	Gglean011958	0.012	0.030	80.14
		carboxylic acid transmembrane transporter				
	GO:0046943	activity	Gglean005508	0.033	0.069	30.05
	PATH:00750	Vitamin B6 metabolism	Gglean009036	0.011	0.030	91.37
	PATH:00450	Selenocompound metabolism	Gglean010344	0.012	0.030	82.23
KEGG	PATH:00270	Cysteine and methionine metabolism	Gglean010344	0.040	0.046	24.92
	PATH:00260	Glycine, serine and threonine metabolism	Gglean001542	0.044	0.046	22.23
	PATH:00630	Glyoxylate and dicarboxylate metabolism	Gglean001542	0.046	0.046	21.64

Table S6. Information of peaks enriched near these DEGs.

Gene	PeakID	Peak Score	Annotation	Distance to TSS	Nearest PromoterID
D1	peaks616	4.17	TTS	2340	Gglean000619
D2	peaks688	11.11	promoter	-646	Gglean000957
D3	peaks4313	2.86	exon	2542	Gglean001542
D3	peaks4312	10.82	promoter	-185	Gglean001542
D4	peaks3981	6.07	TTS	744	Gglean001940

D5	peaks5312	6.87	promoter	-785	Gglean003676
D6	peaks6386	9.21	promoter	-871	Gglean005508
D7	peaks6891	5.41	promoter	-276	Gglean006573
D8	peaks2007	21.15	exon	842	Gglean008033
D9	peaks8706	15.25	promoter	-161	Gglean009036
D10	peaks2432	15.54	exon	741	Gglean009487
D11	peaks2601	17.31	TTS	2444	Gglean010344
D12	peaks10056	19.80	promoter	-871	Gglean011299
D13	peaks10409	317.64	Intergenic	-32526	Gglean011958
D13	peaks10408	68.56	Intergenic	-26507	Gglean011958
D13	peaks10406	3.06	Intergenic	-8245	Gglean011958
D13	peaks10405	2.79	Intergenic	-7116	Gglean011958
D13	peaks10407	2.53	Intergenic	-25360	Gglean011958
U1	peaks519	4.08	exon	2648	Gglean000572
U2	peaks5074	6.03	intron	376	Gglean002577
U3	peaks12468	11.23	exon	755	Gglean002700
U4	peaks5484	6.92	TTS	462	Gglean002720
U4	peaks5485	4.07	Intergenic	-2537	Gglean002720
U5	peaks5486	16.79	Intergenic	-1301	Gglean002890
U6	peaks5650	13.42	exon	758	Gglean003085
U6	peaks5649	2.54	exon	212	Gglean003085
U7	peaks5701	2.32	TTS	2161	Gglean003249
U8	peaks5820	2.52	intron	2154	Gglean003319
U9	peaks7234	7.79	exon	484	Gglean005067
U10	peaks7634	8.92	promoter	-822	Gglean005727
U11	peaks9215	9.63	Intergenic	-1149	Gglean007619
U12	peaks9759	9.20	promoter	-794	Gglean008695
U13	peaks9814	17.10	promoter	-171	Gglean008796
U14	peaks9893	5.76	promoter	-685	Gglean008871
U15	peaks11140	2.81	exon	1830	Gglean010591
U15	peaks11141	15.52	promoter	-340	Gglean010591
U16	peaks11214	2.67	TTS	365	Gglean010678
U17	peaks4041	2.52	TTS	-2047	Gglean012354

How the deposited data were processed for this re-analysis (not part of the article)

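Dark mycelium (D), mycelium after 1 h of light (L) and primordia (P) of strain SP-C were measured by RNA-seq with 3 biological replicates per group and by ATAC-seq with 2. The deposited tables for L vs. D and P vs. D hold raw read counts per gene and library, which the authors made with cutadapt, STAR and HTSeq 0.6.1. They also hold a signal, which is the count of each gene divided by a size factor that the authors computed per library, and these size factors equal those of DESeq2 run on the counts. The log2 values in the deposited tables are log2 fold changes of L or P over D, computed by the authors and close to those of DESeq2. The p-values and adjusted p-values in the tables were computed by the authors with DESeq2, and for 20 genes of P vs. D and 9 genes of L vs. D the deposited p-value is 1. The deposited peak lists hold a score of the authors for each peak, in a unit not given in the sources used here. The authors called peaks with MACS2 2.1.1. The sample labels name DESeq beside DESeq2.

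Only the raw counts were used for the tests, and the authors' values served as alternatives and checks. Reads counted in genes ranged from 20798190 to 27706995 per library, and 10921 to 10998 genes were detected per library. The 10 most abundant genes took 4.13% to 9.18% of the counts. Genes were kept by edgeR's filterByExpr, and library totals were scaled by TMM. Differences were tested with edgeR's quasi-likelihood test (edgeR 4.0.16), and with the Wald test of DESeq2 1.42.0 as the other tool. The standard errors (SE) given with edgeR are not an output of its test. They were derived as the absolute log2 fold change before shrinkage divided by the square root of the F statistic. They are therefore not evidence beyond the p-value. P-values were adjusted by the Benjamini-Hochberg method, and a gene was called at an adjusted p of at most 0.05 and a fold change above 1.2. The biological coefficient of variation was 0.311 in L vs. D and 0.371 in P vs. D. Primordia and lit mycelium were compared in a fit of all 9 libraries. The 30 genes of Table S4 were tested as sets with camera (limma 3.58.1), with its preset correlation and with an estimated one. Peaks were overlapped with bedtools 2.31.1, counted and tested in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and drawn with matplotlib 3.10.9. R 4.3.3 was used.

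The comparisons, thresholds, alternatives and the rule for naming genes were fixed before the data were examined, and alternatives added later are named as such in the closing section. By that rule named genes are the 30 genes of Table S4 and GAPDH, whose values in the paper's figures had been seen by then, and, since the count tables pair no descriptions with gene IDs, 2 IDs per direction and comparison by the size of the log2 fold change. The rule as written left open whether its conditions for described genes also hold for these IDs, and they were applied, so the IDs come from genes with a mean of at least 10 CPM over both groups, no overlap of the groups and, where any gene is called, a call. In P vs. L and L vs. D other genes outside these conditions had larger changes. Named peaks are those of Table S6 and the 2 with the highest score in each list. Alternatives were DESeq2, DESeq2's size factors or library totals in edgeR, no filter or a stricter filter, each library left out in turn, replicate number as a block, all 9 libraries in a single fit, and for peaks a score of at least 5 and a reciprocal overlap of 50%. The procedure was tested on simulated data with 50 changed genes at each fold. At 4-fold, edgeR recovered 39 of 50 with gene-wise spreads estimated from L vs. D and 29 of 50 with those from P vs. D. It recovered 7 and 2 at 2-fold, 45 and 50 at 8-fold, and 50 and 49 at 16-fold. Genes were simulated independently of each other. In the data, edgeR did not call U5, U8 and U10 in L vs. D, at folds of 62.0, 23.6 and 23.6. The recoveries thus do not give the power of the real test. DESeq2 recovered 45 and 44 at 4-fold and 18 and 10 at 2-fold. Over all folds, 9 and 10 unchanged genes were called by edgeR and 53 and 47 by DESeq2, so that a larger part of DESeq2's calls was false in the simulation.

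None of the 11204 gene IDs (0) matched the reference table at hand, which belongs to another strain, so the gene lists by keyword could not be used and genes are named by the paper's descriptions. The genomic distribution of all peaks, the overlap of peak genes with expressed genes, the enrichment of annotation terms and the qRT-PCR values were not analysed here, because they need the annotation of SP-C or measurements outside these files.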

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

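The test of the share of lost peaks on contigs numbered above 100 was chosen after the pattern was seen in the peak lists, and the other tests in this part were not.

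A first set of 4 genes drew attention because the change in P vs. D differed from that in L vs. D by a test of the difference itself, over all 9 libraries. Gglean011195 was higher in P than in L by a log2 fold change of 4.42 (34.5 ± 3.52 CPM in D, 64.2 ± 18.2 in L and 1376 ± 493 in P, SD, n = 3 per group; edgeR adjusted p = 0.0116), and Gglean006347 by 1.62 (38.3 ± 3.99, 106 ± 5.11 and 326 ± 42.0 CPM; adjusted p = 0.0334). Gglean004648 was lower in P than in L, at -2.54 (164 ± 18.7, 181 ± 62.1 and 31.1 ± 7.68 CPM; adjusted p = 0.0334), as was Gglean011753, at -1.80 (101 ± 18.2, 55.4 ± 6.46 and 15.8 ± 2.58 CPM; adjusted p = 0.0334). Each call ended in several repeats that left out 1 library. Without dark replicate 1, 2 or 3 or light replicate 1 or 3 the adjusted p of Gglean011195 was 0.0621, 0.0508, 0.0560, 0.0770 and 0.123. For the same libraries it was 0.134, 0.0648, 0.136, 0.147 and 0.236 for Gglean006347, 0.0890, 0.0545, 0.0985, 0.0770 and 0.123 for Gglean004648 and 0.0890, 0.0531, 0.0904, 0.142 and 0.236 for Gglean011753. Without primordia replicate 1 and 3 it was 0.0831 and 0.0846 for Gglean006347, 0.0831 and 0.0972 for Gglean004648 and 0.107 and 0.0758 for Gglean011753, and Gglean006347 had 0.0549 without light replicate 2. Of the 10 splits of the L and P libraries, 2 called at least as many genes as the real split, which called 4; the other, light replicates 1 and 3 with primordia replicate 3 against the rest, called 10. With 10 splits no share under 0.05 can be reached.

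A further 4 genes, which the paper does not discuss, had the 2 largest changes in each direction in P vs. D among the 10606 genes tested: Gglean008381 (log2 fold change 9.61), Gglean007550 (7.74), Gglean005079 (-6.53) and Gglean008392 (-6.23). All 3 primordia libraries lay on the same side of all 3 D libraries for each, and the calls held under every alternative run for them, with a highest adjusted p of 0.0353, 0.0353, 0.0358 and 0.0280 from edgeR.

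Among peaks, the lost peaks of P vs. D lay more often on contigs numbered above 100, a signal outside the regions the paper discusses. There were 232 of 1912 lost peaks and 55 of 1768 gained peaks there, an odds ratio of 4.30 (Fisher's exact p = 4.6e-26), and 18 of 273 against 8 of 234 in L vs. D (odds ratio 1.99, Fisher's exact p = 0.156). Many peaks on a few contigs would end the difference once each contig counts once, but the odds ratio was then still 3.37 (Fisher's exact p = 4.4e-08). Multicopy sequence collapsed on short contigs remains open and may contribute, since the lost peaks there had a median score of 30.7 against 3.99 on the other contigs (permutation p = 1e-05, the smallest that 100000 permutations can give), whereas gained peaks had 23.7 and 31.2. A change of chromatin in primordia at these contigs stays open, as untested.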

How the results depend on the processing

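The unaligned share as a covariate, unadjusted p, edgeR without its legacy mode, the authors' p-values and leaving out dark replicate 3, light replicate 2 and primordia replicate 2 together were tests chosen after results were seen, as was the split of the L vs. D libraries.

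In L vs. D edgeR called 0 genes (1280 at an unadjusted p under 0.05), 404 by DESeq2, 3 with library totals only, 2 with no filter, 2 with all 9 libraries in a single fit, 2 with legacy mode off, 189 with the covariate, 405 with the authors' p-values over the genes kept here, 1562 by DESeq2 with unadjusted p, and 0 to 15 with 1 library left out (15 without light replicate 1, 2 without light replicate 2). In P vs. D, 350 became 1158 by DESeq2, 89 with replicate number as a block, 2059 with unadjusted p, 2349 by DESeq2 with unadjusted p, 1069 with the covariate, 1167 with the authors' p-values, and 73 to 727 with 1 library left out (73, 177 and 146 without dark replicate 1, 2 and 3, 141 and 727 without primordia replicate 1 and 2). In P vs. L, 4 became 321 by DESeq2, 1 with the block, 1124 with unadjusted p, 2 without dark replicate 3, light replicate 2 and primordia replicate 2, and 0 to 52 with 1 library left out (0 without any dark replicate, light replicate 1 or 3, 2 without primordia replicate 1 or 3, 20 and 52 without light and primordia replicate 2).

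Of the 30 genes, 0 were called in L vs. D by edgeR, 17 by DESeq2, 2 with totals only, 2 with no filter, 1 with all 9 libraries, 11 with the covariate, 23 with unadjusted p by either tool, and 0 to 4 with 1 library left out. For the 30 genes in P vs. D, 17 became 8 with the block, 29 with unadjusted p, 28 by DESeq2 with unadjusted p, and 8 to 18 with 1 library left out. Genes called in both comparisons went from 0 to 262 by DESeq2 and to 2 with no filter. Of the genes with a listed peak, DESeq2 called 13 in L vs. D and 8 in P vs. D. A score of at least 5 left 79 gained peaks in L vs. D, 847 lost peaks in P vs. D and 180 peaks of L vs. D that overlapped one of P vs. D. The sign reversed for GAPDH in P vs. D with totals only (0.0063) and ranged from -0.87 to 0.32 with 1 library left out (above 0 without dark replicate 1 or primordia replicate 2), and for D6 in L vs. D from -2.42 to 0.13 (0.13 without dark replicate 1, 0.02 without light replicate 2); neither was called there. The cause was not tested.

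Replicate number as a block left the 0 of L vs. D unchanged, and replicate numbers do not pair the samples over all 3 groups: 4 of 9 same-number pairs correlated above 0.1, and 4 of 9 libraries were closest to their own number. The same-number pairs of L with P were all above 0.1 (0.137, 0.512 and 0.314), so a pairing of L with P stays open. Library totals alone moved the median log2 fold change of all genes by 0.214 in L vs. D and 0.105 in P vs. D. All 56 repeats of the gene lists kept direction and threshold, but the study selected these genes on the same libraries, so this is not independent evidence. The alternatives for normalized values were not run, as counts were at hand, and U4 has no value under the stricter filter. Its 3 counts over the D libraries give a ratio of 17.0 (95% interval 5.54 to 84.9) in L and 21.0 (6.84 to 105) in P, where the intervals cover counting error on pooled counts only and leave out the spread between replicates. The real split of L vs. D called 0 genes and 0 of the 30 by edgeR, so all 10 splits reach it by necessity (highest other 0 for each) and the count says nothing. In P vs. D, 1 of 10 splits called as many genes as the real split (350, highest other 0) and 1 as many of the 30 (17, highest other 0), too few splits for a share under 0.05. By DESeq2, the split of light replicate 1 with primordia replicates 1 and 3 called 1061 genes against 321 for the real split of P vs. L, which points to a structure of the samples. In L vs. D, splits of dark replicates 1 and 2 with light replicate 1 and of dark replicates 1 and 3 with light replicate 2 called 403 and 295 genes by DESeq2 against 404 for the real split, and 1672 and 1536 against 1280 at an unadjusted p under 0.05 by edgeR. The highest other split of P vs. D called 379 by DESeq2 against 1158.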

Differences from the paper's values

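Unadjusted p-values, the authors' deposited p-values and the unaligned share as a covariate were the tests in this part chosen after the result was seen.

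The paper gives 827 up-regulated and 875 down-regulated genes in L vs. D, where 0 and 0 were called here by edgeR at the paper's thresholds (198 and 206 by DESeq2; 683 and 597 at an unadjusted p under 0.05). For P vs. D the paper gives 1819 and 1609, where 141 and 209 were called (520 and 638 by DESeq2). The paper's 17 U and 13 D genes changed in both assays and in both comparisons. Within this list, edgeR called 0 and 0 by RNA in both comparisons, and DESeq2 called 11 and 5. Over all genes, DESeq2 called 135 higher and 127 lower in both. None of the alternatives fixed before the data were examined came within 1.5 times of these values of the paper.

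Some settings chosen after seeing the values did. The unadjusted p of DESeq2 gave 826 and 736 in L vs. D, 1238 and 1111 in P vs. D and 13 U and 9 D genes in both, and it drops 7 of the 30 genes in L vs. D and 2 in P vs. D. The unadjusted p of edgeR gave 683 and 597 in L vs. D and 14 and 9 in both, and drops 7 of the 30 in L vs. D, but gave 1098 and 961 in P vs. D. The deposited adjusted p-values of the authors give 198 and 206 in L vs. D and 520 and 639 in P vs. D, and their unadjusted p-values 826 and 736, and 1238 and 1110.

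Genes of the 30 that edgeR did not call in L vs. D were called there by DESeq2 (17), with the unaligned share as a covariate, chosen after seeing the values (11, which drops 19 of the 30), without light replicate 1 (4) or 2 (1), with library totals only (2), with no filter (2) and with all 9 libraries in a single fit (1). U10 was called in P vs. D without primordia replicate 2 (adjusted p = 0.0334 from edgeR, in a range of 0.0334 to 0.261 over its alternatives) and D3 by DESeq2 and with all 9 libraries (adjusted p = 0.0430, in a range of 0.00044 to 0.280).

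The peak counts match the paper's: 1912, 1768 and 234, and 507 in all for L vs. D. The paper's text gives another number of lost peaks in L vs. D, but its supplement and the list give 273, which with 234 makes the paper's total.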

Other observations

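The tests of batches, library size and the unaligned share on the axis within groups, and of the qRT-PCR exceptions, were chosen after the result was seen.

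Beside U5 (Gglean002890), the next ID, Gglean002891, had nearly the same profile, with 1.78 ± 0.389 CPM in D, 108 ± 67.2 CPM in L and 171 ± 113 CPM in P (SD, n = 3 per group). Its log2 fold change in L vs. D was 5.91 (SE 0.58, adjusted p = 0.0604 from edgeR), and the ratio of the raw counts of U5 to it stayed between 1.07 and 1.73 over the 9 libraries. Without light replicate 1 and 2 it was called (adjusted p 0.0049 and 0.0485 from edgeR, in a range of 6.3e-27 to 0.378 over its alternatives). Gglean004978 had a log2 fold change of -4.18 in L vs. D (SE 1.17, adjusted p = 0.267 from edgeR), and its 3 D libraries held 165, 1859 and 122 counts; without dark replicate 2 the log2 fold change was -2.09. GAPDH stood at 2647 ± 657 CPM in D, 1835 ± 1021 CPM in L and 2419 ± 1867 CPM in P. U14 (Gglean008871) rose in P vs. D from 118 ± 36.4 to 3619 ± 2303 CPM (log2 fold change 4.96, SE 0.69, adjusted p = 0.0129 from edgeR), a call that ended without dark replicate 1, 2 or 3 (adjusted p 0.0951, 0.0610 and 0.0547). D4 (Gglean001940, phenol 2-monooxygenase) stood at 5250 ± 3091 CPM in D, 1018 ± 114 CPM in L and 608 ± 526 CPM in P, with a log2 fold change of -3.09 in P vs. D (SE 0.92, adjusted p = 0.123 from edgeR). The deposited p-value of U10 in P vs. D is 1, as for 20 genes in all, and DESeq2 gives no p for 19 of these.

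Dark replicate 3, light replicate 2 and primordia replicate 2 had the highest scores of their groups on an axis that held 50.5% of the variance within groups (21.0, 43.7 and 60.3), whereas dark replicate 2, light replicate 1 and primordia replicate 3 lay on the other side (-22.4, -34.3 and -46.8). Preparation in batches by replicate number over all 3 groups is argued against, since such batches need a positive correlation of same-numbered deviations. That correlation was -0.328 for dark with light replicate 2 and ranged from -0.389 to 0.512 over the 9 same-number pairs. Batches shared by L and P alone stay open, because their same-number pairs correlated at 0.137, 0.512 and 0.314 for replicates 1, 2 and 3. Light replicate 1 correlated more with primordia replicate 3 (0.369). Library size is argued against, since 1 of dark replicate 3, light replicate 2 and primordia replicate 2 held the largest total of its group. The axis followed the share of reads that did not align within groups, with r = 0.937 over 9 libraries (exact permutation p = 0.00463, the smallest that 216 arrangements can give). Progress from mycelium to primordium stays open, because the correlations with the stage change in the other groups were -0.0132, 0.319 and 0.107 for the 3 libraries. A candidate explanation is thus a difference in the material or its preparation that also raised the unaligned share, which these files cannot tell apart. As a covariate, the share raised the calls to 1069 in P vs. D, where 1 of 36 arrangements of the share within groups called as many (highest other 979), and to 189 in L vs. D, where 3 of 36 did (highest other 271).

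The paper names 8 of the 30 genes as exceptions in its qRT-PCR. Of these, 2 passed edgeR in P vs. D, against 15 of the other 22 genes (Fisher's exact p = 0.0492, Benjamini-Hochberg adjusted over 3 tests 0.0492), with a median absolute log2 fold change of 1.53 against 3.65. By DESeq2, 4 of 8 and 20 of 22 passed (Fisher's exact p = 0.0294). Weaker RNA-seq evidence for these genes may thus go with the exceptions, a hypothesis found and tested on the same genes.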
